A study of Mus musculus with 9 samples. Its data were reported in "Targeting macrophage Syk enhances responses to immune checkpoint blockade and radiotherapy in high-risk neuroblastoma" (2023).

How the data were processed

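Whole tumors grown from NB9464 cells, a mouse neuroblastoma line with amplified MYCN, were profiled by RNA-seq. According to the labels, the cells were implanted under the skin of C57BL/6 mice, and treatment began when tumors reached 250 mm3. The 3 groups were vehicle, R788 + anti-PDL1, and Rad + R788 + anti-PDL1, with 3 tumors each. R788 (fostamatinib) is a prodrug inhibitor of the kinase Syk and was given at 50 mg/kg. Anti-PDL1 is an antibody that blocks the checkpoint ligand encoded by Cd274. Radiation was given at 10 Gy. For treatment in general, the series text lists 4 doses, the first on day 28 and the last on day 37. It does not say which agents these cover, and they were taken here as antibody doses. Groups were taken from the treatment label of each sample. Radiation alone, R788 alone and anti-PDL1 alone were not analysed here, so the effects of the single treatments were not separated.

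Per the paper's methods, the authors aligned reads to mouse build mm10 with STAR, quantified them with Salmon in a bcbio pipeline, and compared groups with DESeq2 and apeglm shrinkage. The deposited table held estimated counts per gene symbol from Salmon, as whole numbers, with no normalization. Rounding and the summing of transcripts to genes were inferred from the values, because Salmon itself gives fractions. The sources conflicted on 3 points. The labels name macrophages as the RNA source in the extraction text but whole tumor as the tissue, and they name a paired-end run on a newer sequencer than the single-read run given by the paper's methods. The strandedness of the libraries was not stated, so a count at a gene that overlaps another gene was treated as uncertain.

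The table held 54429 symbols, of which 26464 had a count of 0 in all 9 libraries. Total counts ranged from 18276683 to 23397886 per library. A count of 0 allows up to 3 counts, which corresponded to 0.128 to 0.164 CPM by the total counts. The CPM values given for genes also use the TMM normalization described below. On that scale, 3 counts ranged from 0.115 CPM in R788 + anti-PDL1 replicate 2 to 0.221 CPM in the first irradiated library. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Symbols were matched to GENCODE M21 (GRCm38), the source of all identifiers, coordinates, lengths and overlaps given here. The match succeeded for 98.8% of symbols, with 53669 symbols having a single identifier, 106 several and 654 none.

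Genes were filtered with filterByExpr (minimum count 10), which left 15931 genes. Counts were normalized by TMM and fitted in edgeR 4.0.16 (R 4.3.3) with the robust quasi-likelihood F test. All 9 libraries entered a single fit with a coefficient per group and no covariate. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05. Log2 fold changes are given with their SE, and CPM as mean ± SD with n = 3. All tests were two-sided. The 3 comparisons share groups, so their correlation was set against 20 simulated data sets without group differences. These gave each gene the same dispersion in every library. An exact permutation test of 3 tumors against 3 cannot give a p-value under 0.1. The number of genes whose groups did not overlap is therefore given with the share that chance gives. That share assumes independent tumors. The DESeq2 counts are given beside the edgeR counts, since the authors used that tool.

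Genes were named by a fixed rule. Among called genes with a mean count of at least 50 in the 6 libraries compared and no overlap between groups, the 5 highest and the 5 lowest log2 fold changes were named. Predicted genes, Rik clones and antigen receptor segments were skipped. Syk, Cd274 and the 20 genes of the study's heat map of these tumors were named whatever their values. This heat map panel covers T cell activation (Cxcl10, Cd3e, Cd8a, Gzmd, Prf1, Batf3, Cd69), antigen presentation (H2-Eb2, H2-Eb1, C1qa), immune stimulation (Il12b, Il23a, Cd86), IFN gamma activation (Ifng, Oas1a, Oas2, Mx1) and immune suppression (Arg1, Vegfa, Vegfb). The 17 genes of the first 4 classes were also tested as a set.

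Sets were tested with camera in limma 3.58.1 (preset correlation 0.01, log2 CPM with prior count 2), with the median log2 fold change of the tested members as the effect. The 29 lists were the 5 panel classes, macrophage stimulatory and macrophage suppressive genes from the study's text, and markers or targets for T cells, cytotoxic lymphocytes, B cells, plasma cells, macrophages, neutrophils, dendritic cells, MHC class II, MHC class I, type I interferon response, IFN gamma response, p53 targets, proliferation, hypoxia, noradrenergic neuroblasts, fibroblasts, endothelium, skeletal muscle, keratinocytes, adipocytes, erythroid cells and sex-linked genes. All but the panel classes and the macrophage genes from the study's text were written from general knowledge. Adjusted p-values for the lists cover all 87 tests.

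The alternatives were DESeq2 1.42.0, limma-voom, RLE and upper-quartile normalization, no low-count filter, at least 10 counts in every library, only the 6 libraries compared, the replicate number as a block, an added threshold of 1 on the absolute log2 fold change, camera with an estimated correlation, fry, prior count 0.5, and leaving out each library in turn. The groups, the comparisons, the naming rule, the gene lists and these alternatives were chosen before the data were examined. Removal of GC content and gene length trends, voom with sample quality weights, and DESeq2 without the third irradiated library were added afterwards. The strict filter was applied to the counts of called genes and the panel set test, but not to single named genes. The added fold change threshold was applied to the counts of called genes. The lists were run under 11 alternatives. These were RLE and upper-quartile normalization, the replicate block, an estimated correlation, fry, and 6 fits that left out a library. The fits that left out a library tested 16311 to 16688 genes, against 15931 with all 9 libraries. A list median can therefore also move in such a fit because the tested genes of the list changed. The apeglm shrinkage was not used here. Values of some single marker genes are not reported here.

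The pipeline was tested on simulated data with 200 changed genes at a log2 fold change of 3 and the dispersion of these libraries. Each gene had the same dispersion in every library, so a library with a wider spread was not simulated. A single data set was drawn per dispersion. edgeR called 91.5% of the changed genes with 2.66% false calls. DESeq2 called 96.5% with 21.2% false calls, and limma-voom called 88% with 1.68% false calls. With a lower dispersion the shares recovered were 98.5%, 99% and 98.5%, and the false shares were 5.29%, 15.7% and 3.9%. camera gave p-values under 0.05 to 0 of 50 random lists of 20 genes. The simulated genes were independent, so false calls for lists of co-expressed genes were not tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.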

Results

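RNA-seq counts were obtained from 9 whole NB9464 tumors, 3 from vehicle-treated mice, 3 from mice given R788 + anti-PDL1, and 3 from mice given Rad + R788 + anti-PDL1. The last 3 are called irradiated replicates 1 to 3. Total counts were 18594125, 22536863 and 18618245 for vehicle replicates 1 to 3. They were 21577912, 23397886 and 22534461 for R788 + anti-PDL1, and 18276683, 19025110 and 20402165 for the irradiated replicates. A count was recorded for 18263 genes in irradiated replicate 1 and for 19732 to 22129 genes in the other 8 libraries.

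Irradiated replicate 1 lay apart from the rest. Its log2 CPM correlated with the other 8 libraries at Pearson r from 0.86 to 0.91 across genes, whereas those 8 correlated with one another at 0.94 to 0.98. Genes are not independent replicates, so no p-value was attached. The TMM factor of this library was 0.743, against 0.975 to 1.12 in the others. Mitochondrial genes took 1.97% of its counts, against 3.48% to 5.71%. The common dispersion of the fit was 0.146 with this library and 0.087 without it. The library was kept, and values without it are given for some of the results that change. No sequencing batch was stated in the labels, so no comparison within batches was possible.

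R788 + anti-PDL1 was compared with vehicle to ask what the drug combination changed in large tumors, in which the study found it ineffective. Of 15931 genes tested, 108 were called, 62 higher and 46 lower. A raw p-value under 0.05 was obtained for 1857 genes. The groups did not overlap at 4799 genes, or 30.1%, where chance gives 10% for independent tumors. Vehicle replicate 3 and R788 + anti-PDL1 replicate 3 lay between the other 2 of their group at 89.9% and 94.6% of differing genes. This raises the share that chance gives, so an excess was not shown. Genes are also not independent of one another. The count of called genes depended strongly on the method and on single libraries. It was 770 with DESeq2 and 89 with limma-voom, and voom with sample quality weights, which moved it most, gave 4831. No gene was called without vehicle replicate 2, vehicle replicate 3, R788 + anti-PDL1 replicate 1 or R788 + anti-PDL1 replicate 3, with 1446, 1247, 1513 and 1171 raw p-values under 0.05. The count was 75 without vehicle replicate 1, of which 39 were among the 108, and 34 without R788 + anti-PDL1 replicate 2, of which 25 were.

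The 5 named genes with the highest log2 fold changes were Sntb1, Tmem56, Slc27a6, Gprin3 and Lrp2. Lrp2 (ENSMUSG00000027070.14, chromosome 2, 69424340 to 69586065) rose by 4.70 ± 0.65 (SE; adjusted p = 0.0383), from 0.814 ± 0.469 to 21.1 ± 10.0 CPM (SD, n = 3). Gprin3 (ENSMUSG00000045441.5, chromosome 6, 59347226 to 59426294) rose by 4.97 ± 0.81, from 0.298 ± 0.17 to 9.44 ± 1.46 CPM. Sntb1 (ENSMUSG00000060429.12, chromosome 15, 55636388 to 55906949) and Slc27a6 (ENSMUSG00000024600.8, chromosome 18, 58556257 to 58612773) were at or under the floor in all 3 vehicle tumors. Their means of 5.39 ± 4.07 and 4.80 ± 3.07 CPM were at least 34.8-fold and at least 31.0-fold higher than the floor. Tmem56 (ENSMUSG00000028132.15, chromosome 3, 121201761 to 121283098) had 4.90 ± 2.04 against 0.0886 ± 0.117 CPM, but it overlaps Gm9353 on the same strand, so its counts were uncertain. These 4 genes also had an adjusted p of 0.0383.

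The 5 named genes with the lowest log2 fold changes were Gpr50, Ptgfr, Ube2ql1, Gpr55 and Zdhhc2. Gpr50 (ENSMUSG00000056380.13, chromosome X, 71663667 to 71669257) changed by -5.50 ± 0.75 (adjusted p = 0.0375), from 74.2 ± 55.2 to 1.64 ± 0.353 CPM. Ptgfr (ENSMUSG00000028036.6, chromosome 3, 151796502 to 151837630) changed by -3.85 ± 0.56 (adjusted p = 0.0383), from 32.5 ± 10.4 to 2.23 ± 1.66 CPM. Ube2ql1 (ENSMUSG00000052981.6, chromosome 13, 69702832 to 69739889) changed by -3.40 ± 0.60 (adjusted p = 0.0412), from 5.01 ± 2.77 to 0.470 ± 0.144 CPM. Gpr55 (ENSMUSG00000049608.8, chromosome 1, 85938318 to 85961007) changed by -3.39 ± 0.42 (adjusted p = 0.0344), from 24.1 ± 6.54 to 2.30 ± 1.23 CPM. Zdhhc2 (ENSMUSG00000039470.15, chromosome 8, 40423815 to 40510268) changed by -3.19 ± 0.52 (adjusted p = 0.0383), from 7.08 ± 1.52 to 0.768 ± 0.51 CPM. Ptgfr, Gpr55 and Zdhhc2 overlap a gene on the other strand, and their counts were uncertain for that reason. All 10 named genes are protein coding. Each kept its direction in 15 of 15 alternatives and was called in 7 to 10 of them, but in only 0 to 2 of the 6 fits that each left out a library. Their highest adjusted p over the alternatives was 0.216 to 0.237.

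Rad + R788 + anti-PDL1 was compared with vehicle to ask what the full combination changed. It called 7 genes, all of them higher, and 2107 genes had a raw p-value under 0.05. The groups did not overlap at 3268 genes, or 20.5%, against 10% by chance for independent tumors. Because of vehicle replicate 3, an excess was not shown here either. DESeq2 called 611 genes, limma-voom 8, and voom with sample quality weights 2010. The count was 57 without irradiated replicate 1, 3 without irradiated replicate 2 and 4 without irradiated replicate 3. It was 22, 1 and 1 without vehicle replicates 1, 2 and 3. All 7 genes were among the 57, and 3 of them were among the 4.

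The 7 genes were Met, Tes, Cav2, Cav1, Fam81a, Dio2 and Dpysl3, and all are protein coding. Met (ENSMUSG00000009376.15, chromosome 6, 17463800 to 17573980) rose by 6.01 ± 0.70 (adjusted p = 0.0276), from 0.431 ± 0.361 to 28.0 ± 5.46 CPM. Tes (ENSMUSG00000029552.19, chromosome 6, 17065149 to 17105828) rose by 3.74 ± 0.27 (adjusted p = 0.00173), from 2.90 ± 0.405 to 38.9 ± 1.32 CPM. Cav2 (ENSMUSG00000000058.6, chromosome 6, 17281185 to 17289115) rose by 3.29 ± 0.30 (adjusted p = 0.00835), from 2.81 ± 0.42 to 27.5 ± 7.76 CPM. Cav1 (ENSMUSG00000007655.16, chromosome 6, 17306335 to 17341452) rose by 3.28 ± 0.32 (adjusted p = 0.0107), from 5.26 ± 1.05 to 51.0 ± 18.5 CPM. Fam81a (ENSMUSG00000032224.15, chromosome 9, 70088511 to 70142560) rose by 3.27 ± 0.39 (adjusted p = 0.0281), from 0.841 ± 0.37 to 8.21 ± 1.26 CPM. Dio2 (ENSMUSG00000007682.6, chromosome 12, 90724552 to 90738438) rose by 2.65 ± 0.28 (adjusted p = 0.0158), from 20.7 ± 2.15 to 130.0 ± 33.7 CPM. Dpysl3 (ENSMUSG00000024501.20, chromosome 18, 43320984 to 43438286) rose by 2.20 ± 0.28 (adjusted p = 0.0455), from 11 ± 3.39 to 50.5 ± 11.7 CPM. Tes, Cav1, Cav2 and Dio2 overlap a gene on the other strand, so their counts were uncertain to that extent.

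Tes was called in 16 of 16 alternatives, with log2 fold changes from 3.68 to 3.88 and a highest adjusted p of 0.0445. Cav2 and Cav1 were called in 13 of 16, and lost their call without vehicle replicate 2 (3.16 and 3.15), without vehicle replicate 3 (3.37 and 3.44) or with only the 6 libraries compared (adjusted p = 0.0891 for Cav2). Over all alternatives the adjusted p ranged from 8.14e-24 to 0.0891 for Cav2 and from 1.20e-20 to 0.123 for Cav1. Met was called in 9 of 16, and Fam81a, Dio2 and Dpysl3 in 10 of 16. Each of these 4 was called in 2 of the 6 fits that left out a library, with highest adjusted p-values of 0.307, 0.274, 0.208 and 0.346. Tes, Cav2, Cav1 and Met lie within 509 kb of chromosome 6. Within 2 Mb of this cluster, 5 other tested genes had a mean count of at least 50 over all libraries. They were chosen after the values were seen. Their median log2 fold change was 0.21, from -1.95 to 0.54.

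**Figure D1:**
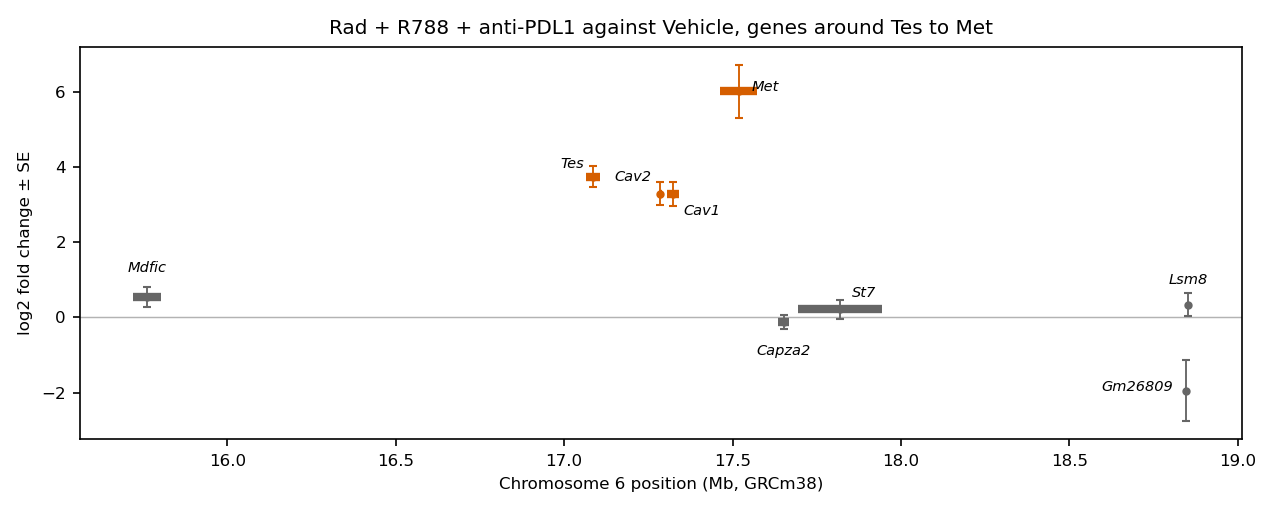
Log2 fold change ± SE of Rad + R788 + anti-PDL1 against vehicle (vertical axis) for tested genes by their position on chromosome 6 in Mb (horizontal axis, GRCm38), with each gene drawn as a bar from its start to its end. Tes, Cav2, Cav1 and Met (orange) lie between 3.28 and 6.01, and the 5 neighbors (gray) between -1.95 and 0.54. Only neighbors with a mean count of at least 50 are drawn.

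In R788 + anti-PDL1 tumors against vehicle, Met (3.63, adjusted p = 0.0450), Cav2 (1.99, adjusted p = 0.0383), Cav1 (1.82, adjusted p = 0.0397), Dio2 (1.60, adjusted p = 0.0399), Dpysl3 (2.32, adjusted p = 0.0344) and Fam81a (3.26, adjusted p = 0.0344) were also called, so 6 calls were shared between the comparisons. Tes rose by 1.09 there and was not called (adjusted p = 0.0955).

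**Figure D2:**
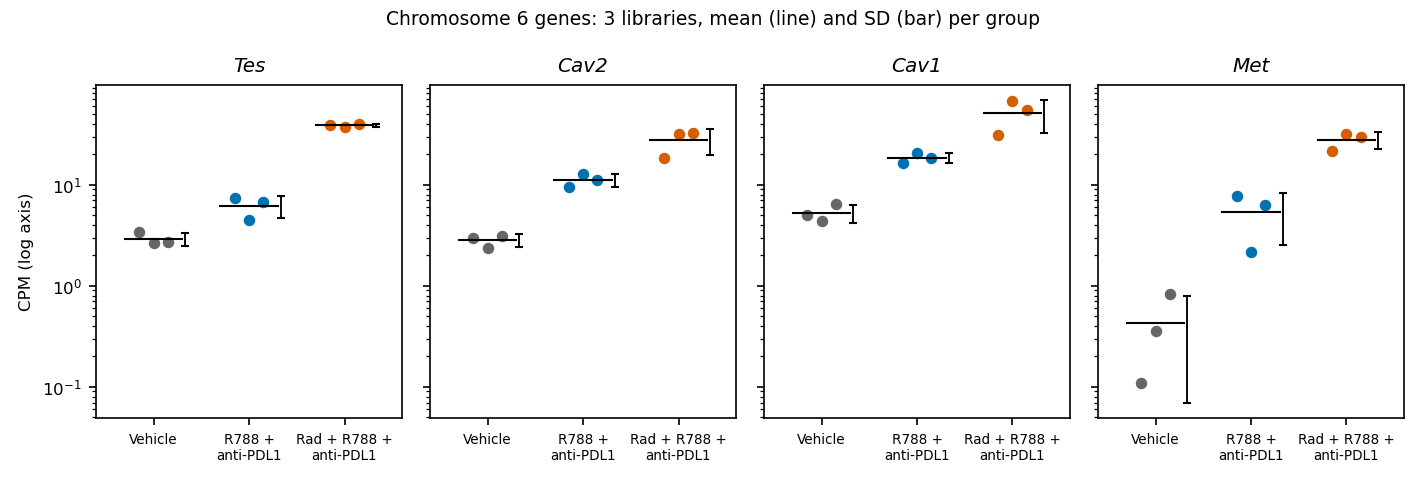
CPM on a log axis (vertical) of Tes, Cav2, Cav1 and Met in the 3 libraries of each group (points), with the group mean (line) and SD (bar). Tes was between 37.6 and 40.2 CPM in the 3 irradiated tumors and between 2.65 and 7.32 CPM in the other 6.

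Rad + R788 + anti-PDL1 was compared with R788 + anti-PDL1 to ask what radiation added to the drugs. It called 1 gene, and 2926 genes had a raw p-value under 0.05, 1866 higher and 1060 lower. The groups did not overlap at 4365 genes, or 27.4%, against 10% by chance for independent tumors. The same limit applied because of R788 + anti-PDL1 replicate 3. The called gene was Tes, which rose by 2.66 ± 0.25 (adjusted p = 0.0232), from 6.17 ± 1.53 to 38.9 ± 1.32 CPM. It was called in 9 of 16 alternatives and in 1 of the 6 fits that left out a library, with log2 fold changes from 2.46 to 2.85 and a highest adjusted p of 0.296. DESeq2 called 822 genes, limma-voom 8, and voom with sample quality weights 3089. Without irradiated replicate 1 there were 21 calls. Without irradiated replicate 3 there was 1 call, which was not Tes. Without irradiated replicate 2 or without R788 + anti-PDL1 replicate 1, 2 or 3 there were 0, with 3612, 1727, 2658 and 1473 raw p-values under 0.05. Met (2.38, adjusted p = 0.179), Cav1 (1.46, adjusted p = 0.136) and Cav2 (1.30, adjusted p = 0.156) were not called, so a difference between the treatments was not shown for them.

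The log2 fold changes of the comparisons were correlated across genes, which is in part due to the shared groups. The Spearman rho of R788 + anti-PDL1 against vehicle with Rad + R788 + anti-PDL1 against vehicle was 0.30, below the 0.46 to 0.48 obtained in 20 simulated data sets without group differences. The 2 comparisons that share the irradiated tumors gave 0.60, above the simulated 0.46 to 0.48. The 2 that share R788 + anti-PDL1 gave -0.48, where the simulations gave -0.47 to -0.45. Genes are not independent replicates, and no p-value was attached. The sign was shared by 56.6%, 74.9% and 31.5% of genes, where the simulations averaged 66.7%, 66.8% and 33.5%. The simulations gave each gene the same dispersion in every library. In the data, the common dispersion was 0.146 with irradiated replicate 1 and 0.087 without it. A wider spread in the irradiated group alone would lower the 0.30 and raise the 0.60. The departures from the simulations were therefore no evidence of group differences.

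The study's heat map panel addressed whether the full combination raised genes of T cell activation, antigen presentation, immune stimulation and IFN gamma activation and lowered immunosuppressive genes. Of its 20 genes, 15 had enough counts to be tested. Over all genes tested, 0 panel genes were called in any of the 3 comparisons, and raw p-values under 0.05 were obtained for 2 genes in R788 + anti-PDL1 against vehicle, 8 in Rad + R788 + anti-PDL1 against vehicle and 6 in Rad + R788 + anti-PDL1 against R788 + anti-PDL1. The lowest adjusted p-values were 0.114, 0.144 and 0.194. When p-values were adjusted over the list alone, 1, 7 and 0 genes passed. The study selected these genes for a heat map of the same samples and does not state how. The latter counts therefore cannot be taken as independent evidence. DESeq2 moved the counts most among the alternatives fixed in advance, to 1, 7 and 3 genes over all genes tested. Groups did not overlap at 5, 6 and 6 of the 15 genes, where chance gives 10% for independent tumors.

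Against vehicle, Rad + R788 + anti-PDL1 raised all 12 tested stimulatory genes. Those that passed when adjusted over the list alone were Oas1a (1.88 ± 0.40), H2-Eb1 (2.88 ± 0.80), Gzmd (2.09 ± 0.65), Il23a (1.77 ± 0.54) and C1qa (1.68 ± 0.55), with adjusted p-values over all genes of 0.144, 0.235, 0.273, 0.268 and 0.289. Without irradiated replicate 3, the changes of H2-Eb1 and C1qa were 1.60 and 1.11. The remaining ones were Cd8a (2.04 ± 1.41), Oas2 (1.93 ± 1.46), Cd86 (1.49 ± 0.68), Batf3 (1.15 ± 0.56), Mx1 (1.12 ± 1.20), Prf1 (0.90 ± 0.39) and Cxcl10 (0.66 ± 0.54), with adjusted p-values from 0.371 to 0.655. With irradiated replicate 3 left out, Cd8a (-2.08), Oas2 (-1.45) and Mx1 (-1.01) reversed, and Cd86 (0.09) and Cxcl10 (0.23) were near 0. Batf3 was 0.05 without irradiated replicate 1, in which it had 46 CPM against 9.44 and 10.5 CPM in the other 2 irradiated tumors. H2-Eb1, Cxcl10 and Oas2 overlap a gene on the other strand. Of the immunosuppressive genes, Arg1 fell by 3.16 ± 1.09 (adjusted p = 0.307), from 16.5 ± 0.451 to 1.83 ± 0.622 CPM. Vegfb changed by -0.82 ± 0.18 (adjusted p = 0.155), from 71.6 ± 4.92 to 40.6 ± 3.23 CPM. Vegfa changed by -0.57 ± 0.29 (adjusted p = 0.404). Arg1 and Vegfb passed when adjusted over the list alone.

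Against R788 + anti-PDL1, the full combination again raised all 12 stimulatory genes, and 0 passed over the list alone. The largest changes were in Gzmd (2.24 ± 0.65, adjusted p = 0.222), Batf3 (1.77 ± 0.57, adjusted p = 0.222), Mx1 (1.58 ± 1.21), Oas1a (1.54 ± 0.40, adjusted p = 0.194) and Cd8a (1.54 ± 1.36). When irradiated replicate 3 was left out, Cd8a (-2.58), Oas2 (-2.03), Cd86 (-0.84), Mx1 (-0.54) and H2-Eb1 (-0.22) reversed, so the count of 12 rested on that tumor. Batf3 was 0.65 without irradiated replicate 1. Arg1 changed by -2.62 ± 1.07 (adjusted p = 0.251), Vegfa by -0.09 ± 0.29 and Vegfb by -0.08 ± 0.18. In R788 + anti-PDL1 tumors against vehicle, 7 of the 12 stimulatory genes were higher and 5 lower. Vegfb changed by -0.74 ± 0.18 (adjusted p = 0.114) and passed over the list alone. Arg1 changed by -0.54 ± 0.99, and by 0.04 without R788 + anti-PDL1 replicate 2, which had 4 counts of this gene where replicates 1 and 3 had 448 and 349.

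**Figure D3:**
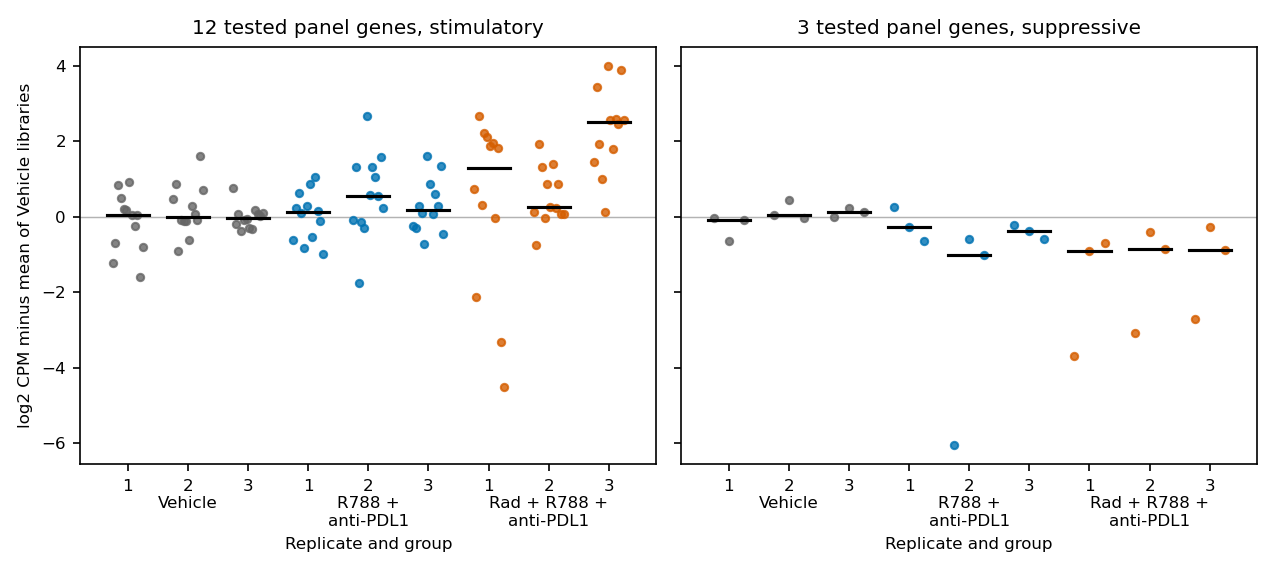
Log2 CPM of each tested panel gene minus its mean in the vehicle libraries (vertical axis, 1 point per gene) in each of the 9 libraries (horizontal axis), with the median as a black line, for the 12 stimulatory genes (left) and the 3 immunosuppressive genes (right). Arg1 was the lowest point in each irradiated tumor on the right, at 1.18, 1.88 and 2.42 CPM, and Cd8a was highest in irradiated replicate 3, at 4.48 CPM against 0 to 0.955 CPM elsewhere.

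As a set, the panel's stimulatory genes had median log2 fold changes of 0.42 in R788 + anti-PDL1 against vehicle (adjusted p = 0.366), 1.73 in Rad + R788 + anti-PDL1 against vehicle (adjusted p = 0.000297) and 1.31 in Rad + R788 + anti-PDL1 against R788 + anti-PDL1 (adjusted p = 0.00454), with 7, 12 and 12 of the 12 genes higher. Leaving out irradiated replicate 3 moved the values most, to 0.98 and 0.63, and neither was called without it (adjusted p = 0.05 and 0.292). Over the alternatives, the adjusted p ranged from 4.59e-06 to 0.162 and from 0.000255 to 0.292. The calls held in 13 of 16 alternatives each. The calls did not hold under fry (adjusted p = 0.0672 and 0.127) or with an estimated correlation (adjusted p = 0.162 and 0.178). Since the study selected these genes for a heat map of the same samples, a rise of the set cannot be taken as independent evidence either. The median in R788 + anti-PDL1 against vehicle was 0.13 without R788 + anti-PDL1 replicate 2.

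The 5 untested panel genes had few counts. Cd3e had 54 counts in irradiated replicate 3 and 1 to 5 in the other libraries. Ifng had 27 counts there and 0 to 6 elsewhere, and its mean in the irradiated tumors was at least 2.65-fold higher than the vehicle floor. Cd69 had 33 counts there and 0 to 10 elsewhere, and was at least 3.46-fold higher than the vehicle floor in the irradiated tumors and at least 1.60-fold higher in R788 + anti-PDL1 tumors. Il12b had 12 counts there and 0 to 6 elsewhere, and was at least 1.29-fold and 1.13-fold higher in the same order. H2-Eb2 had 14 counts there and 0 to 6 elsewhere. The differences of the irradiated tumors rested on irradiated replicate 3, and in the other 2 these 5 genes had 0 to 3 counts. Cd3e and Ifng overlap a gene on the same strand.

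Syk (ENSMUSG00000021457.14, chromosome 13, 52583173 to 52648792), which encodes the target of R788, was not called by edgeR with all 9 libraries. Over the alternatives, its adjusted p ranged from 0.034 to 0.865 in R788 + anti-PDL1 against vehicle, with 2 calls (only the 6 libraries compared, and quality weights). Between the treated groups it ranged from 0.0126 to 0.985, with 1 call (DESeq2 without irradiated replicate 3), and against vehicle in the irradiated tumors from 0.258 to 0.888, with no call. Its log2 fold change was 0.89 ± 0.45 in R788 + anti-PDL1 against vehicle (adjusted p = 0.510), where the groups did not overlap at 28.8 ± 3.53 and 15.6 ± 3.32 CPM. It was 0.73 ± 0.45 in Rad + R788 + anti-PDL1 against vehicle (adjusted p = 0.461) and -0.16 ± 0.45 against R788 + anti-PDL1 (adjusted p = 0.861). Without irradiated replicate 3, which had 1061 counts against 208 and 264 in replicates 1 and 2, these 2 values were -0.12 and -1.01. Cd274 (ENSMUSG00000016496.7, chromosome 19, 29367455 to 29388095), which encodes PDL1 and overlaps a gene on the other strand, changed by -0.16 ± 0.62 in both comparisons with vehicle (adjusted p = 0.953 and 0.910) and by 0.00 ± 0.61 between the treated groups (adjusted p = 0.998). When irradiated replicate 3 was left out, the last 2 values were -1.09 and -0.93. In R788 + anti-PDL1 against vehicle it was 0.20 without vehicle replicate 2 and 0.11 without R788 + anti-PDL1 replicate 2.

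Of the 29 gene lists, camera called 6 in R788 + anti-PDL1 against vehicle, 7 in Rad + R788 + anti-PDL1 against vehicle and 0 in Rad + R788 + anti-PDL1 against R788 + anti-PDL1, where 5 raw camera p-values were under 0.05. None of the 13 calls held under fry or with an estimated correlation, for which the lowest adjusted p was 0.673. fry made 4 calls of its own, for noradrenergic genes in R788 + anti-PDL1 against vehicle (adjusted p = 0.0284), for the panel's T cell activation class in Rad + R788 + anti-PDL1 against vehicle (adjusted p = 0.0284) and against R788 + anti-PDL1 (adjusted p = 0.0479), and for plasma cell genes in Rad + R788 + anti-PDL1 against R788 + anti-PDL1 (adjusted p = 0.0150). Over the alternatives, the adjusted p of each of the 13 camera calls rose to 0.673 or 0.774 at its highest.

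In R788 + anti-PDL1 against vehicle, hypoxia genes changed by a median of -0.58 (adjusted p = 0.000236, 19 of 21 lower), erythroid genes by -2.04 (adjusted p = 0.000588, 5 of 5 lower) and proliferation genes by -0.21 (adjusted p = 0.0131, 27 of 29 lower). Cytotoxic lymphocyte genes rose by 1.11 (adjusted p = 0.0131, 11 of 12 higher), endothelial genes by 0.75 (adjusted p = 0.0131, 13 of 13) and macrophage genes by 0.61 (adjusted p = 0.0494, 15 of 16). Without R788 + anti-PDL1 replicate 2, hypoxia (-0.33), proliferation (-0.12), cytotoxic lymphocyte (0.56) and endothelial genes (0.50) were no longer called. The macrophage call was kept only without vehicle replicate 1 (1.07) and was lost in the other 5 fits that left out a library, with medians from 0.39 to 0.69. Erythroid genes were called in 6 of these 6 fits, with -1.34 without vehicle replicate 1.

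In Rad + R788 + anti-PDL1 against vehicle, MHC class II genes rose by a median of 2.65 (adjusted p = 0.00127, 9 of 9 higher), MHC class I genes by 1.49 (adjusted p = 0.00127, 15 of 16), T cell genes by 2.69 (adjusted p = 0.0282, 7 of 7) and cytotoxic lymphocyte genes by 1.43 (adjusted p = 0.0171, 12 of 12). The T cell median was 2.47 with the 2 genes at the vehicle floor set to their bound. With irradiated replicate 3 left out, these 4 medians were 0.86, 0.53, 0.88 and 0.65, and none was called. Erythroid genes changed by -1.91 (adjusted p = 0.00127, 5 of 5 lower), proliferation genes by -0.22 (adjusted p = 0.0286, 21 of 29 lower) and the panel's immune suppression class by -0.82 (adjusted p = 0.0394, 3 of 3 lower). Without irradiated replicate 3 these were -1.57, -0.27 and -0.78, and none was called. The immune suppression class also lost its call without irradiated replicate 1 (-0.86) or 2 (-0.80). The erythroid median was -1.26 without vehicle replicate 1, and the proliferation median was -0.34 without irradiated replicate 2.

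**Figure D4:**
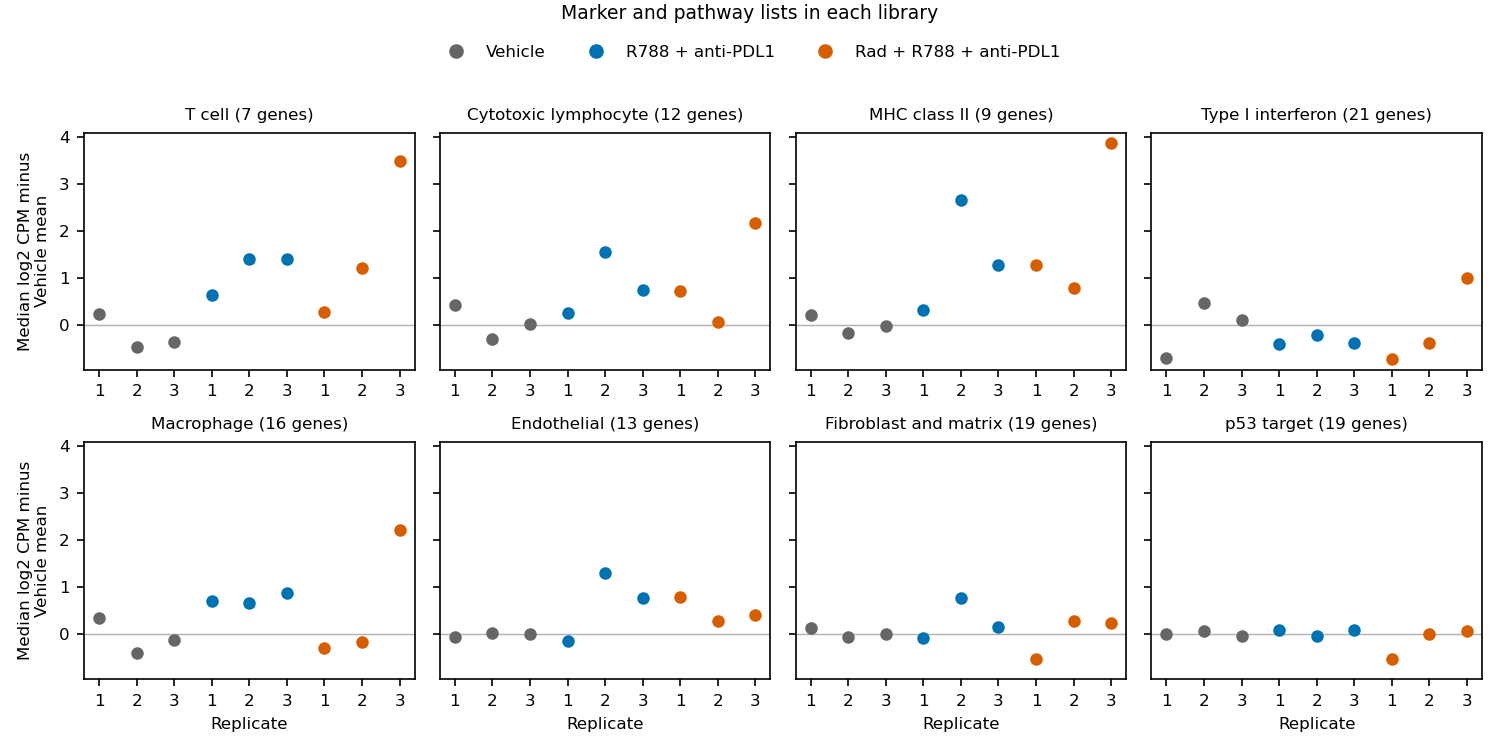
Median over the tested genes of each of 8 lists of log2 CPM minus the vehicle mean (vertical axis) in each library (points, colored by group; horizontal axis, replicate). Irradiated replicate 3 was the highest library for T cell, cytotoxic lymphocyte, MHC class II, type I interferon and macrophage genes.

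The lists called in no comparison gave the following medians in R788 + anti-PDL1 against vehicle. The panel classes gave -0.15 for T cell activation, 1.22 for antigen presentation, 0.72 for immune stimulation and 0.34 for IFN gamma activation. The macrophage genes of the study's text gave -0.92 for stimulatory and -0.48 for suppressive genes. Medians were 1.12 for B cell, -0.24 for plasma cell, -1.35 for neutrophil, 1.0 for dendritic cell, -0.56 for type I interferon, -0.54 for IFN gamma response and 0.02 for p53 target genes. They were 0.29 for noradrenergic, 0.26 for fibroblast, -0.11 for skeletal muscle, 2.53 for keratinocyte, -0.38 for adipocyte and 0.96 for sex-linked genes. With all 9 libraries, keratinocyte and IFN gamma activation values rested on 3 tested genes and adipocyte values on 1. Plasma cell, antigen presentation, immune stimulation and macrophage stimulatory values rested on 2. When a library was left out, the tested genes of these short lists could differ, so a shift need not come from that library alone. Without R788 + anti-PDL1 replicate 2, immune stimulation was 0.31, macrophage suppressive -0.10, fibroblast 0.05 and keratinocyte 0.74. Without R788 + anti-PDL1 replicate 3, B cell was 0.52 and noradrenergic -0.04. Without vehicle replicate 1, T cell activation was 0.19, IFN gamma activation 0.11, p53 target 0.14 and skeletal muscle 0.41. Without vehicle replicate 2, macrophage stimulatory was 0.62, neutrophil -0.66, type I interferon -0.36 and adipocyte -0.15. Without vehicle replicate 3, IFN gamma response was -0.34 and p53 target -0.06.

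For Rad + R788 + anti-PDL1 against vehicle, the panel classes gave 1.15 for T cell activation, 2.28 for antigen presentation, 1.63 for immune stimulation and 1.88 for IFN gamma activation. The macrophage genes of the study's text gave -1.14 for stimulatory and -0.51 for suppressive genes. Medians were 0.76 for B cell, 0.22 for plasma cell, 0.50 for neutrophil, 1.03 for dendritic cell, 0.22 for type I interferon, 0.20 for IFN gamma response and -0.02 for p53 target genes. They were 0.37 for noradrenergic, 0.04 for fibroblast, 0.31 for skeletal muscle, 3.43 for keratinocyte, -1.11 for adipocyte and 1.33 for sex-linked genes. Without irradiated replicate 3, IFN gamma activation (-1.01), neutrophil (-1.19), type I interferon (-0.68), IFN gamma response (-0.58) and fibroblast genes (-0.08) reversed. Without the same library, antigen presentation was 1.36, immune stimulation 0.92, B cell 0.13, dendritic cell 0.14, p53 target -0.18, skeletal muscle 0.53, keratinocyte 0.26 and sex-linked 0.16. Without vehicle replicate 1, noradrenergic was 0.90 and keratinocyte 0.09. Keratinocyte medians were 0.09 to 3.22 in the 6 fits that left out a library, all below 3.43. The fall was therefore not tied to vehicle replicate 1, since the tested genes of this list can differ between fits. Noradrenergic was -0.13 without vehicle replicate 2. Macrophage stimulatory was 0.11 without irradiated replicate 1, and macrophage suppressive 0.01 without vehicle replicate 3.

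Between the treated groups, the panel classes gave 1.54 for T cell activation, 1.06 for antigen presentation, 0.91 for immune stimulation and 1.54 for IFN gamma activation. The macrophage genes of the study's text gave -0.22 for stimulatory and -0.09 for suppressive genes. Medians were 0.11 for B cell, 0.46 for plasma cell, 1.55 for neutrophil, -0.01 for dendritic cell, 1.14 for type I interferon, 0.51 for IFN gamma response and -0.08 for p53 target genes. They were -0.45 for noradrenergic, -0.28 for fibroblast, 0.69 for skeletal muscle, 0.25 for keratinocyte, -0.73 for adipocyte and 0.15 for sex-linked genes. With irradiated replicate 3 left out, IFN gamma activation (-0.54), B cell (-0.52), type I interferon (-0.09), IFN gamma response (-0.16) and sex-linked genes (-0.92) reversed. Without the same library, T cell activation was 0.89, antigen presentation 0.14, immune stimulation 0.20, neutrophil 0.28, dendritic cell -0.95, p53 target -0.22 and macrophage suppressive -0.23. Without irradiated replicate 1, macrophage stimulatory was 0.28, noradrenergic -1.0, skeletal muscle -0.06 and adipocyte -1.28. Without R788 + anti-PDL1 replicate 2, fibroblast was -0.06 and keratinocyte 1.79. Adjusted p-values for the lists called in no comparison ranged from 0.0507 to 0.954 over the 3 comparisons. T cell activation between the treated groups was called in 7 of 11 alternatives, with adjusted p-values from 0.0174 to 0.673. Neutrophil genes in R788 + anti-PDL1 against vehicle were called in 4 (lowest adjusted p = 0.00414). Called in 3 each were B cell genes in that comparison (lowest 0.0129) and type I interferon genes between the treated groups (lowest 0.00161). T cell activation in Rad + R788 + anti-PDL1 against vehicle was also called in 3 (lowest 0.0284). The rest of these lists were called in at most 2.

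The lists called in 1 or 2 comparisons were not called in the rest. Between the treated groups the medians were 1.29 for T cell, 0.26 for cytotoxic lymphocyte, 0.92 for MHC class II, 0.63 for MHC class I, 0.48 for macrophage, -0.03 for endothelial, 0.36 for hypoxia, 0.02 for proliferation, 0.23 for erythroid and -0.09 for immune suppression genes. When irradiated replicate 3 was left out, T cell (-0.08), cytotoxic lymphocyte (-0.92), MHC class II (-0.25), MHC class I (-0.24) and macrophage genes (-0.91) reversed in this comparison, and macrophage genes were then called (adjusted p = 0.0126, range over the alternatives 0.0126 to 0.968). Immune suppression was -0.23 without the same library. Erythroid was -0.60 and endothelial -0.49 without irradiated replicate 1, hypoxia was 0.11 without R788 + anti-PDL1 replicate 2, and proliferation was 0.14 without R788 + anti-PDL1 replicate 1 and -0.07 without irradiated replicate 2. In R788 + anti-PDL1 against vehicle the medians were 1.08 for T cell, 1.72 for MHC class II, 0.89 for MHC class I and -0.54 for immune suppression genes. Without R788 + anti-PDL1 replicate 2, MHC class II was 0.86 and MHC class I 0.53, and T cell was 2.07 without R788 + anti-PDL1 replicate 1. T cell genes were called there in 5 of 11 alternatives, with adjusted p-values from 0.00654 to 0.673. Medians in Rad + R788 + anti-PDL1 against vehicle were 1.14 for macrophage, 0.40 for endothelial and -0.06 for hypoxia genes. Macrophage was -0.47 without irradiated replicate 3, endothelial 0.84 without irradiated replicate 2, and hypoxia -0.37 without irradiated replicate 1.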

Values the study reported

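The study began treatment when tumors had reached 250 mm3. Median survival was given as 37 days for vehicle, 44 days for R788 + anti-PDL1, 57.5 days for Rad + R788, 58 days for Rad + PDL1 and 84 days for Rad + R788 + anti-PDL1.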

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

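Removal of GC content and gene length trends, voom with sample quality weights, and DESeq2 without irradiated replicate 3 were chosen after the data were seen. RLE normalization gave 106, 7 and 1 called genes in R788 + anti-PDL1 against vehicle, Rad + R788 + anti-PDL1 against vehicle, and Rad + R788 + anti-PDL1 against R788 + anti-PDL1, which is the order used in this part. Upper-quartile normalization gave 95, 7 and 1, the filter of 10 counts in every library 82, 6 and 1, and the added fold change threshold 107, 7 and 1. Upper-quartile normalization moved the median of all genes in Rad + R788 + anti-PDL1 against vehicle to 0.109. Over the alternatives, 69 values of named genes gave 1074 values, of which 893 kept direction and side of the threshold, 103 became weaker, 32 stronger and 46 reversed. For 87 list values these counts were 957, 796, 46, 51 and 64.

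DESeq2 called 770, 611 and 822 genes, which held all 108, 7 and 1 edgeR calls, and 1, 7 and 3 panel genes. In simulated data 21.2% of its calls were false, against 2.66% for edgeR. limma-voom called 89, 8 and 8 genes, of which 78, 6 and 1 were edgeR calls. Without a filter there were 199, 70 and 24 calls. With only the 6 libraries compared there were 594, 1 and 0 (1908 raw p-values under 0.05 in the last), and 1 panel gene in the first. Without the trends there were 142, 31 and 2 calls, of which 98, 7 and 1 were edgeR calls. Quality weights gave 4831, 2010 and 3089 calls and 3, 5 and 5 panel genes, with weights of 5.38 for R788 + anti-PDL1 replicate 3, 3.99 for vehicle replicate 3 and 0.0775 for irradiated replicate 1. DESeq2 without irradiated replicate 3 gave 472 calls against vehicle and 1988 against R788 + anti-PDL1, and 1 and 3 panel genes. The causes were not tested.

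With the replicate number as a block there were 0, 3 and 0 calls (1775 and 2789 raw p-values under 0.05 in the first and last). Of 9 correlations between same-numbered libraries, 2 were over 0.1 (-0.05 to 0.23). Differently numbered libraries were not set beside them, so a pairing of tumors by number was neither shown nor excluded. Under the block, list medians reversed for skeletal muscle (0.03) in R788 + anti-PDL1 against vehicle, for neutrophil (-0.32) and fibroblast (-0.05) in Rad + R788 + anti-PDL1 against vehicle, and for B cell (-0.05), macrophage (-0.06), erythroid (-0.11) and sex-linked genes (-0.06) between the treated groups. The cause was not tested.

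The panel set test lost its calls under an estimated correlation (1.73, adjusted p = 0.162; 1.31, adjusted p = 0.178) and fry (1.73, adjusted p = 0.0672; 1.31, adjusted p = 0.127), with ranges over the alternatives of 4.59e-06 to 0.162 and 0.000255 to 0.292. The medians stay the same by construction. The estimated correlation replaces the preset one, and fry tests another null hypothesis. Why the call was lost under fry was not tested.

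Other reversals were as follows, and their causes were not tested. In R788 + anti-PDL1 against vehicle, Prf1 was 0.02 under voom, 0.05 under upper-quartile normalization, 0.01 with 6 libraries, 0.12 without the trends and 0.33 with quality weights. Gzmd was 0.08 without the trends and 0.32 with quality weights, and Cd8a -0.20 with quality weights. In Rad + R788 + anti-PDL1 against vehicle, Mx1 was -0.66 under voom, and p53 target (0.04) and hypoxia genes (0.01) reversed under upper-quartile normalization. Between the treated groups, voom gave -0.37 for Cd8a, -0.77 for Oas2 and -0.22 for Mx1, and quality weights 0.01 for Vegfa. DESeq2 without irradiated replicate 3 gave Cd8a -2.15, Oas2 -1.48, Mx1 -1.01 and Syk -0.08 against vehicle, and Cd8a -2.69, Oas2 -2.09, Cd86 -0.83, Mx1 -0.58 and H2-Eb1 -0.20 against R788 + anti-PDL1.

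Over the 6 fits that each left out 1 library, calls ranged from 0 to 75, 1 to 57 and 0 to 21, and the panel set median from 0.98 to 2.0 against vehicle and 0.63 to 1.73 against R788 + anti-PDL1. The lowest panel set medians came without irradiated replicate 3. The fewest calls came without vehicle replicate 2 or 3 in the first 2 comparisons, and without R788 + anti-PDL1 replicate 1 or 3 in the first. In R788 + anti-PDL1 against vehicle, ranges were -0.23 to 1.25 for Cd8a, -0.60 to 0.39 for Gzmd, -0.21 to 0.29 for Prf1, -0.24 to 0.85 for Il23a, -1.20 to 0.04 for Arg1 and -0.42 to 0.20 for Cd274. List medians ranged from -0.40 to 0.19 for panel T cell activation, -0.67 to 0.62 for macrophage stimulatory, -0.06 to 0.14 for p53 target, -0.04 to 0.44 for noradrenergic and -0.22 to 0.41 for skeletal muscle genes.

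In Rad + R788 + anti-PDL1 against vehicle, the same fits gave -2.08 to 2.79 for Cd8a, -1.45 to 3.19 for Oas2, -1.01 to 1.74 for Mx1, -0.12 to 1.03 for Syk and -1.09 to 0.25 for Cd274. List medians were -1.01 to 2.20 for panel IFN gamma activation, -1.40 to 0.11 for macrophage stimulatory, -0.82 to 0.01 for macrophage suppressive, -0.47 to 1.49 for macrophage, -1.19 to 0.80 for neutrophil, -0.68 to 0.50 for type I interferon, -0.58 to 0.46 for IFN gamma response, -0.18 to 0.10 for p53 target, -0.13 to 0.90 for noradrenergic and -0.08 to 0.29 for fibroblast genes.

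Between the treated groups, they gave -2.58 to 2.27 for Cd8a, -0.22 to 1.78 for H2-Eb1, -0.84 to 0.97 for Cd86, -2.03 to 1.95 for Oas2, -0.54 to 2.17 for Mx1, -0.23 to 0.08 for Vegfa and -1.01 to 0.15 for Syk. List medians were -0.54 to 1.95 for panel IFN gamma activation, -0.48 to 0.28 for macrophage stimulatory, -0.23 to 0.08 for macrophage suppressive, -0.08 to 1.55 for T cell, -0.92 to 0.65 for cytotoxic lymphocyte, -0.52 to 0.23 for B cell, -0.91 to 0.92 for macrophage, -0.95 to 0.11 for dendritic cell, -0.25 to 1.67 for MHC class II and -0.24 to 1.04 for MHC class I genes. They were -0.09 to 1.49 for type I interferon, -0.16 to 1.03 for IFN gamma response, -0.22 to 0.13 for p53 target, -0.07 to 0.14 for proliferation, -0.49 to 0.29 for endothelial, -0.06 to 0.95 for skeletal muscle, -0.14 to 1.79 for keratinocyte, -0.60 to 0.51 for erythroid and -0.92 to 0.54 for sex-linked genes. Low counts left 8 of 15 T cell, 6 of 11 B cell, 5 of 7 plasma cell, 18 of 27 noradrenergic, 8 of 11 keratinocyte and 9 of 10 adipocyte genes untested.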

Other observations

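Except for the regroupings of the samples and the test of a few abundant genes, the tests in this part were chosen after the results were seen. All were run on the same data.

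Each comparison of 3 tumors against 3 allows 10 splits of the 6 samples, so no share of splits can be under 0.1, and these counts alone could not exclude an arbitrary grouping. In R788 + anti-PDL1 against vehicle, 1 of 10 splits gave as many called genes, namely the real one, and the other 9 gave 0 to 1. In Rad + R788 + anti-PDL1 against vehicle and against R788 + anti-PDL1 it was also 1 of 10, and the other 9 gave 0 (the real split had the most raw p-values under 0.05 in each comparison, 2107 and 2926 in these). With 0 panel genes called, 10 of 10 splits gave as many in each comparison. The panel set test gave a p-value as small in 4, 1 and 2 of 10 splits. As many lists were called in 5, 2 and 10 of 10 splits, and single other splits called up to 13, 7 and 13 lists where the real ones called 6, 7 and 0.

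Irradiated replicate 1 lay apart from the other 8 libraries, and 4 technical explanations were tested. Its spread from the mean was 1.15 (log2) and 0.92 after GC content and gene length trends were removed, against at most 0.40 in the other libraries, so these trends accounted for only part of it. Its total of 18276683 counts was close to the 18594125 of vehicle replicate 1, which lay with the others. Its TMM factor was 0.754 without the 43 most abundant genes, against 0.972 to 1.12. Of 25 genes at least 2-fold above the 6 other libraries in irradiated replicates 2 and 3, 22 were above them in replicate 1 as well (88%, against 34.4% of 12427 genes), which gives no sign of an exchanged label. A candidate explanation that these values leave open is a difference in the RNA, such as damage after irradiation, which the deposited counts could not test.

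T cell and interferon genes were highest in irradiated replicate 3, where 12 of 15 T cell and 18 of 21 type I interferon genes had their maximum. Lymph node tissue in the sample would bring B cell genes. The median over all 11 B cell genes was 0.320 CPM there, within the 0.135 to 0.943 CPM of the other libraries, but the 5 tested ones were 1.0 (log2) over the mean of the others (quartiles 0.57 to 1.2), and Cd22 had 10.2 CPM against at most 4.59. Lymph node tissue was therefore not excluded, since most B cell genes were near the floor. A lower share of tumor cells would raise every stromal list alike, but endothelial genes were 0.10 (log2) over the mean of the other libraries and fibroblast genes 0.21, against 2.63 for T cell, 1.95 for macrophage, 2.96 for MHC class II and 1.46 for type I interferon genes, so it would not account for the whole pattern. Sex-linked genes were 1.76 over the others (quartiles 1.58 to 1.92) and noradrenergic genes -0.50, so a smaller share of tumor cells beside the immune genes was not excluded. An infiltrate of immune cells in this single tumor and lymph node tissue cannot be told apart, because few B cell genes had enough counts. Of the 15 T cell genes, 1 is in another list, 1 is in the study's panel and 1 had a mean of at least 10 counts in vehicle tumors. These numbers were 1, 1 and 16 of 16 for macrophage genes and 2, 1 and 9 of 10 for MHC class II genes, and 4, 3 and 21 of 21 for type I interferon genes. For B cell genes they were 0, 0 and 2 of 11, for endothelial genes 0, 0 and 13 of 13, and for fibroblast genes 0, 0 and 19 of 19.

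Tes, Cav2, Cav1 and Met, 4 of the 7 genes called in Rad + R788 + anti-PDL1 against vehicle, lie together on chromosome 6. In 100000 random draws of 7 tested genes, 0 held 4 genes within 1 Mb (permutation p = 1e-05, the smallest these draws can give). A copy gain of the region would raise its genes alike, but Met exceeded Cav1 by 2.73 ± 0.77 (log2, SE) and 5 neighbors had a median of 0.21. Endothelial genes, which would rise with more vessels, had a median of 0.40 and an upper quartile of 0.85. Skin epithelium would bring Krt14, which had at most 2 counts in the 6 treated libraries, and Krt10, Krt1 and Krt15, which had at most 2 counts in the irradiated tumors. However, Krt5 was 46.5 to 75 CPM in the irradiated tumors against 3.05 to 7.51 in vehicle, Lgals7 was 4.61 to 25.8 against 0.658 to 1.88, and the 3 tested keratinocyte genes had a median of 3.43. In R788 + anti-PDL1 replicates 1 to 3, Krt5 was 1.9, 63.1 and 22.7 CPM. Tes (7.32, 4.43 and 6.76 CPM) and Met (7.67, 2.18 and 6.31 CPM) ran in the opposite order there. Cav2 (9.57, 12.9 and 11.1 CPM) and Cav1 (16.4, 20.8 and 18.4 CPM) ran in the same order, so these tumors did not decide the question. Another epithelial source and shared regulation of these genes in the tumor cells were not tested and stay open. Tes, Cav1 and Cav2 overlap a gene on the other strand, and all but Tes were also called in R788 + anti-PDL1 against vehicle.

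Vehicle replicate 3 and R788 + anti-PDL1 replicate 3 each lay between replicates 1 and 2 of their group. The best mixture for the former held 20% of replicate 1, and 89.9% of 694 differing genes lay between, with a squared deviation of 5.17 times the counting noise. For the latter these values were 74%, 94.6% of 1212 genes and 4.65. Material shared between tumors and a tumor of intermediate composition could not be told apart, because the spread between independent tumors of this kind is not known from 3 libraries. If material was shared, the 3 libraries of each group are not independent, which bears on every comparison with these groups. R788 + anti-PDL1 against vehicle gave 108 calls with both libraries and 0 when the former or the latter was left out (1247 and 1171 raw p-values under 0.05), but also 0 without vehicle replicate 2 or R788 + anti-PDL1 replicate 1 (1446 and 1513), so the loss was not specific to these libraries. These libraries also carried the highest quality weights in the alternative with 4831 calls.

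Th had 0 counts in all 9 libraries and Dbh had 0 to 1, while Hand2 had 325 to 867 CPM, Prph 56.9 to 168 CPM and Mycn 93.3 to 250 CPM. No explanation was tested.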
